# Cell-type-specific ablation of siRNAs by Arabidopsis RTL1 reveals a role of phloem companion cells in systemic post-transcriptional gene silencing

**DOI:** 10.1093/nar/gkag388

**Published:** 2026-04-23

**Authors:** Martin Lacroix, Hayat Sehki, Agnès Yu, Ivan Le Masson, Violette Martinelli, Hervé Vaucheret

## Abstract

Small RNAs regulate numerous biological processes, including intercellular communication and inter-kingdom relationships, yet their tissue-specific functions remain poorly understood. Dissecting these roles requires tools that selectively eliminate small RNAs in defined cell types. Virus-encoded proteins such as P19 have been widely used to neutralize small RNAs owing to their sequestration capacities. However, their restricted binding spectrum to 21–22-nt small RNAs and lack of discrimination between miRNAs and siRNAs limit their utility. Here we show that constitutive expression of *RNASE THREE-LIKE1* (*RTL1*) in *Arabidopsis thaliana*, previously shown to degrade siRNA precursors but not miRNA precursors, also degrades siRNA duplexes, irrespective of their size, sequence, or sub-cellular localization. Grafting experiments combined with small RNA sequencing revealed that shoot-derived siRNAs accumulate in *dcl2 dcl3 dcl4* mutant roots, but are eliminated upon ectopic *RTL1* expression, demonstrating that RTL1 efficiently degrades mobile siRNAs *in vivo*. Because the Arabidopsis endogenous *RTL1* is epigenetically silenced in wild-type plants, its ectopic expression under cell-type-specific promoters enables targeted depletion of siRNAs in selected tissues. As a proof of concept, we show that expression of *RTL1* in phloem companion cells delays systemic post-transcriptional transgene silencing (PTGS), indicating that mobile siRNAs transit through these cells. Together, these results establish RTL1 as a powerful tool to dissect siRNA mobility pathways and tissue-specific functions.

## Introduction

RNaseIII enzymes are a class of endonucleases that specifically cleave double-stranded (ds)RNA. They contain an RNaseIII signature motif composed of a highly conserved stretch of nine amino acid residues [1]. RNaseIII proteins are found in all living organisms but vary widely in length, ranging from 200 to 2000 amino acids. They are subdivided into three classes based on their domain composition [2]. Class I RNaseIII enzymes contain a single RNaseIII domain and a dsRNA-binding domain (DRB). They are mostly found in bacteria and viruses, but also in fungi, where they usually exhibit an *N*-terminal domain extension. Class II RNaseIII enzymes have one DRB and two RNaseIII domains. This class includes Drosha, which executes the first cut of miRNA precursors in animals. Finally, class III RNaseIII enzymes contain an RNA helicase domain, a PAZ domain, either one or two RNaseIII domains, and one or two DRB domains. They correspond to animal and plant Dicer, which produce small RNAs in the size range of 20–24 nt.

The plant model species *Arabidopsis thaliana* encodes four DICER-LIKE (DCL) enzymes, which are responsible for the production of micro (mi)RNAs and short interfering (si)RNAs [3, 4]. DCL1 processes PolII-derived partially self-folded single-stranded RNA molecules into 21-nt or 22-nt-long miRNAs, which are loaded mostly on the ARGONAUTE protein AGO1 to regulate complementary mRNA targets at the post-transcriptional level (PTGS). The three other DCLs produce siRNAs of different lengths from fully paired double-stranded (ds)RNA molecules whose origins are more diverse. DCL3 cleaves relatively short PolIV-derived RNAs converted into dsRNA by the RNA-dependent RNA polymerase (RDR) 2 to produce 24-nt siRNAs that are loaded on ARGONAUTE proteins of the AGO4 clade (AGO4, 6, and 9) to mediate the RNA-directed DNA methylation (RdDM) of their complementary DNA target. RdDM is mainly involved in the initiation of transposable elements (TE) transcriptional (gene) silencing (TGS). On the other hand, DCL4 and DCL2 act on longer dsRNA molecules to produce 21 nt and 22 nt siRNA, respectively, which, similar to miRNAs, are loaded into mostly AGO1 to induce PTGS on complementary RNA targets. The siRNA-dependent PTGS pathway is mainly involved in the defense against viruses and is also activated against stably integrated transgenes. For this, DCL2 and DCL4 process dsRNA molecules deriving either from viral RNA replication or from viral or transgene single-strand RNA molecules converted to dsRNA by the RNA-dependent RNA polymerase RDR6.

Besides DCL enzymes, the Arabidopsis genome also encodes several proteins that carry RNaseIII domains, either alone or associated with DRB domains. Those that carry DRB domains are referred to as RNASE THREE-LIKE (RTL) [5]. RTL1 carries one RNaseIII domain and one DRB domain. RTL2 contains one RNaseIII domain and two DRB domains, while RTL3 harbors two RNaseIII domains and three DRB domains. RTL2 is ubiquitously expressed, while RTL1 is only weakly detected in roots and in the endosperm; RTL3 is never detected in any tested tissue [5]. Arabidopsis RTL2-deficient mutants or transgenic Arabidopsis plants ectopically expressing RTL2 under the control of the constitutive *35S* promoter (*p35S*) do not show obvious developmental defects and exhibit minor changes in the small RNA repertoire [6]. In contrast, transgenic Arabidopsis plants ectopically expressing *RTL1* under the control of the constitutive *35S* promoter, accumulate miRNAs at wildtype levels but totally lack siRNAs, irrespective of their size (21-, 22-, or 24-nt), sub-cellular localization (nucleus or cytosol), and origin (endogenous or exogenous) [7]. Because siRNAs derive from perfectly paired dsRNA, whereas miRNAs derive from imperfectly paired dsRNA, these results suggest that RTL1 only targets perfectly paired dsRNA. Mutating the RNaseIII motif, deleting the DRB domain, or replacing the RTL1 DRB with an RTL2 DRB abolishes the activity of RTL1, strongly suggesting that the specificity of RTL1 for perfectly paired dsRNA is due to its DRB [6–8].

We also reported that *RTL1* expression is induced during virus infection [7, 9]. We originally thought that this induction could correspond to a defense mechanism if RTL1 was able to target dsRNA replicative forms of the viruses. However, transgenic Arabidopsis plants ectopically expressing *RTL1* under the control of the constitutive 35S promoter showed either unchanged or increased susceptibility to viruses. Cases of unchanged susceptibility correspond to viruses that express proteins referred to as viral suppressor of RNA silencing (VSR) that have the capacity to inhibit the siRNA-based PTGS defense of the plant at various steps (refs). In these cases, RTL1 could represent the only defense left to fight against viruses. However, these VSR proteins are also capable of inhibiting RTL1 activity [7]. Cases of increased susceptibility correspond to viruses that do not express VSR proteins or that express VSR proteins exhibiting only partial impairment of PTGS. In these later cases, RTL1 activity is not affected by viruses, but RTL1 fails to target dsRNA replicative forms of the viruses, likely because viruses replicate in foci that are not accessible to RTL1 [9]. In contrast, *RTL1* expression prevents the production of siRNAs directed against the viruses, thus counteracting the siRNA-based antiviral defense of the plants. These results therefore indicate that *RTL1* could be considered as a host susceptibility gene that is induced by viruses as a strategy to further limit the plant siRNA-based antiviral defense when VSRs are missing or partially active against the plant siRNA-based antiviral defense.

These results also raised questions about the reason why such a deleterious gene is maintained in the genome. To address this question, we compared wildtype and *rtl1* mutants in the only vegetative tissues where RTL1 was naturally detected, i.e. roots. We show that RTL1 is active in roots when over-expressed constitutively, but that its natural level is insufficient or restricted to a very limited number of cell types to have a visible effect on the endogenous siRNA repertoire and on siRNA-based transgene PTGS when analyzing whole root extracts. Given the absence of RTL1 activity, at least in vegetative tissues, we reasoned that RTL1 could be used as a tool to cure specific tissues from their siRNA contents by expressing *RTL1* under specific promoters. At first, we examined whether only siRNA precursors were targeted by RTL1 as proposed previously [7, 8], or if siRNAs themselves could be targeted. For this, we grafted wildtype shoots on roots expressing *RTL1* in a genetic background where siRNAs are not produced (i.e. in a *dcl2 dcl3 dcl4* triple mutant). Genome-wide sRNAseq analysis revealed that siRNAs moving from shoots to roots through the vascular tissues were found in grafted *dcl2 dcl3 dcl4* roots, but not in grafted *dcl2 dcl3 dcl4 RTL1* roots, indicating that RTL1 has the capacity to degrade mobile siRNA duplexes. Finally, we expressed *RTL1* specifically in companion cells of the phloem using the *SUCROSE PROTON-SYMPORTER* (*SUC*) *2* promoter and observed that the establishment of transgene systemic PTGS was delayed, indicating that mobile siRNA duplexes move through phloem companion cells.

## Materials and methods

### Plant material

Wild-type plants, transgenic lines, and loss-of-function mutants used in this study are in *Arabidopsis thaliana Columbia* (*Col-0*) ecotype. The *L1* and *6b4* lines carry a *p35S:GUS* transgene that is silenced or stably expressed, respectively [10, 11]. The *pSUC2:hpSUL* and *pSUC2:hpPDS* lines have been described under the name *SUC-SUL* and *JAP3* [12, 13]. The *rdr6(sgs2-1), rtl1-1* and *dcl2-1* dcl3-1 *dcl4-2* mutants have been described previously [14, 15].

### Constructs and transformation

The *p35S:RTL1* construct has been described before [7].

To generate the *pUBQ10:RTL1* construct, the *RTL1* genomic fragment described in (Shamandi *et al*., 2015) was used for an LR (Gateway Technology – Invitrogen/Thermo Fisher Scientific) reaction with the *pUB-Dest* vector [16].

To generate *pSUC2:RTL1*, the same *RTL1* genomic fragment was used for a tripartite LR reaction with *pSUC2* and the vector *pB7m24GW* (Gateway Technology – Invitrogen/Thermo Fisher Scientific).

*Agrobacterium tumefaciens* strains carrying plasmids of interest were grown overnight at 28°C in 3 ml LB medium containing the appropriate antibiotics to a final OD600 between 1 and 2. For *A.thaliana* transformation, the bacteria were pelleted and resuspended in 300 ml of infiltration medium (5% sucrose, 10mM MgCl2, 0 015% silwet L-77) to a final OD600 of 1, which was used for floral dipping.

### Growth conditions and grafting

*A.thaliana* seeds were surface-sterilized, sown on a nutritive medium (1.3% S-medium Duchefa, 1% Phytoblend agar), stratified at 4°C for 2 days, and then placed in a culture chamber at 23°C, 70% humidity, 120 µE m − 2 light with a 16 h light/8 h dark (long-days) or 8 h light/16 h dark (short-days) photoperiod. Seedlings grown under long-day conditions were transferred to soil after 2 weeks.

For grafting experiments, seedlings were grown under short-day conditions. Briefly, 6 days after germination, seedlings were cut transversely across the hypocotyl using a razor blade (90° butt graft). Then, scions and rootstocks were placed on a nitrocellulose filter (Hybond). Hypocotyls of scions and rootstock were introduced into a silicon microtube (2 mm long) to connect them to each other, and incubated under short-day conditions (8 h light, 16 h dark) for 7–14 days. Grafted seedlings that did not show adventitious roots were transferred to soil and grown under a short-day photoperiod.

### GUS assays

GUS activity was measured as described before [6]. Briefly, leaves grinded in a phosphate buffer (pH 7.2, Na2HPO_4_ 50 mM, NaH_2_PO_4_ 50 mM, EDTA 10 mM) are centrifuged for 20 min at 4°C and 3000 rpm. A Bradford protein assay was performed (Protein Assay Dye Reagent 500–0006, BioRad) with a BSA range, and protein concentration was quantified with an ELx808 microplate reader (Biotek). Enzymatic activity was measured via the derived products generated from a 4-MUG substrate (M1404, Duchefa) with a Fluoroskan Ascent II (Thermo Fisher Scientific). GUS activity is presented in an arbitrary unit as the ratio between fluorescence data per minute and protein concentration.

### RNA gel blots

RNA extraction and hybridization were performed as previously described [17]. Briefly, frozen leaves were grinded in liquid nitrogen, added to a NaCl extraction buffer (0.1M NaCl, 2% SDS, 50 mM Tris/HCl, pH 9, 10 mM EDTA, pH 8, 20 mM β-mercaptoethanol), and total RNA was extracted using a standard Phenol-Chloroform procedure. RNA was recovered in a 3v of 100% EtOH and 1/10v 3M NaOAc (pH 5.2) buffer at -80°C for 1 h. After a series of centrifugations, RNA pellets were resuspended in sterile water and quantified with a NanoDrop 2000C (Ozyme). For the low molecular weight (LMW) northern blot, 5–30 ug of RNA were denatured at 85°C for 5 min, separated on a 15% polyacrylamide, 7.5M urea, and 1X TBE gel, and transferred to a Hybond NX membrane (Amersham). For the high molecular weight (HMW) northern blot, 5 ug of RNA were denatured at 85°C for 5 min, separated on a 0.8–1.5% agarose, 0.7% formaldehyde, 20 mM HEPES, and 1 mM EDTA pH 7.8 gel, and transferred on a Genescreen Plus membrane (NEF-976, NEN/DuPont). PCR-probes were produced using primers listed in Supplementary Table S1, purified with a NucleoSpin® Gel & PCR Clean-up kit (Machery-Nagel), and radiolabeled dCTP-P^32^ was incorporated with a Prime-a-gene Labeling System kit (U1100, Promega). Oligonucleotide probes were ordered from GenoScreen, and radiolabeled dATP-P^32^ was incorporated with a T4 Polynucleotide Kinase kit (T4 PNK EK0031, Thermo Fisher Scientific). After blot saturation with salmon sperm, hybridization was performed in a PerfectHyb buffer (H7033, Sigma-Aldrich) overnight at 37°C (dCTP-P^32^ labeled probes) or at 50°C (dATP-P^32^ labeled probes) for LMW northern blot and in a Church buffer (7% SDS, 250 mM Na_2_HPO_4_, 2mM EDTA 200 μg/mL Heparin) overnight at 65°C for HMW northern blot. After exposition on a BAS-MP 2040P imaging plate (Fujifilm), the hybridization signal was revealed with a Typhoon-FLA9500 phosphoimager (Ge-Healthcare). RNA band intensity was measured on an unsaturated image with ImageJ. Data were normalized to the band intensity of the loading control.

### Small RNA-seq data collection and bioinformatic analysis

Leaves and roots of non-grafted *L1* plants, as well as roots of *dcl2 dcl3 dcl4*, and *dcl2 dcl3 dcl4 pUBQ:RTL1* non-grafted or *L1*-grafted plants were collected and used for total RNA extraction. Samples were collected from short-day-grown plants 67 days after grafting. For each condition, three different plants were sampled and processed as biological replicates. Total RNAs were sent to Singleron, which performed small RNA libraries preparation by pre-sizing the 18–30 nt RNA fraction using the BluePippin system and further sequenced the libraries.

After reception of the sequencing results, 3′ Universal Illumina adapters were trimmed and 18–32 nt reads extracted using CutAdapt (v1.14, –error-rate 0.02). Quality control of the fastq file was made before and after trimming using FastQC (v0.12.1) (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Reads were then aligned on the *A.thaliana* reference genome TAIR10 using ShortStack (v4.0.3, –mmap u) [18]. Genome annotations used for downstream analysis correspond to the TAIR10 annotation. Samtools (v1.19) [19] was then used to extract 21 nt to 24 nt reads with a MAPQ score ≥ 10 and removed reads mapping to rRNA, tRNA, and miRNA (according to TAIR10 annotation) in order to only keep reads we assume to correspond to siRNA. Downstream analysis and plots were made with R Studio (v2025.09.0 + 387). Data parsing and processing were made with packages dplyr (v1.1.4) and data.table (v1.17.18) and plots were made with the package ggplot2 (v4.0.1). In all the plots, siRNA abundance is expressed as reads per million (RPM).

## Results

### Endogenous RTL1 expression in roots is insufficient to impact PTGS and siRNA levels

Contrasting the absence of expression of RTL1 in vegetative aerial parts, *RTL1* mRNA is detected in roots [5]. To determine if endogenous *RTL1* expression in roots could have an impact on siRNA accumulation in this tissue, the accumulation of endogenous siRNAs in roots of the *rtl1-1* null allele was compared to that of wild-type roots. Similar levels of *TAS1, TAS2, TAS3*, and *IR71* siRNAs were observed in wild-type and *rtl1-1* roots (Fig. 1A), indicating that the absence of RTL1 has no effect on siRNA accumulation when analyzing whole root extracts.

**Figure 1.**
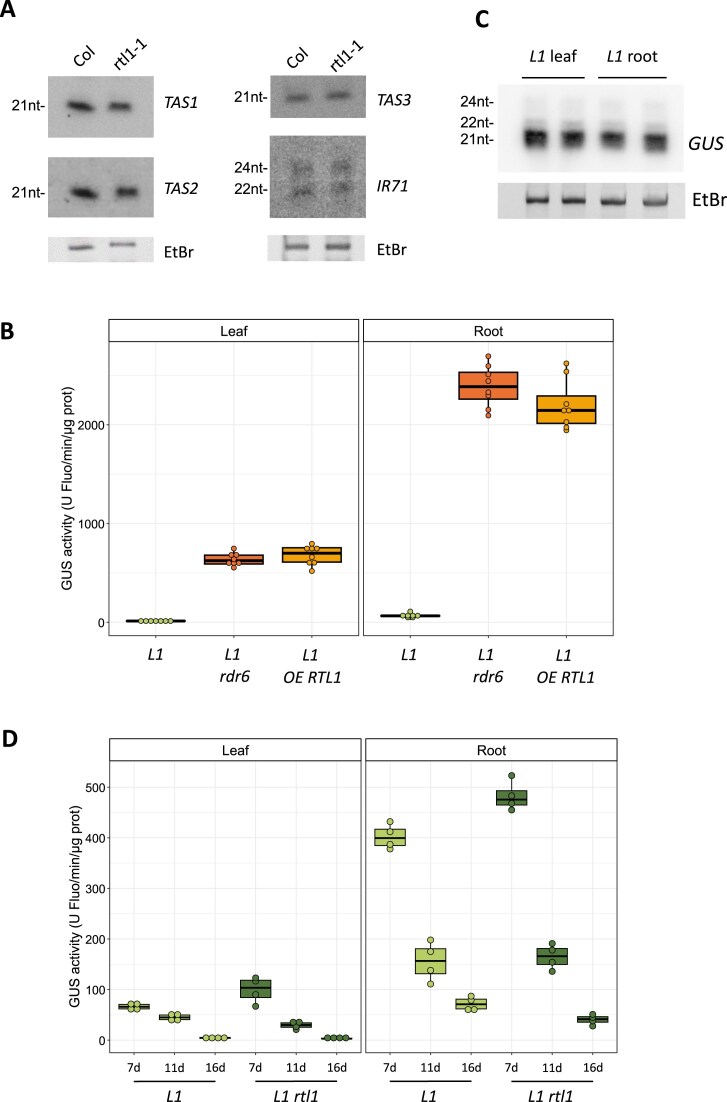
RTL1 is functional in roots but insufficiently expressed to impact siRNA-based PTGS. (**A**) RNA gel blot analysis showing the accumulation of endogenous siRNAs in 1-month-old whole roots of the indicated genotypes. Ethidium bromide staining of the gel is shown as a control. (**B**) GUS activity in leaves and whole roots of 1-month-old plants carrying the *p35S:GUS* locus *L1* in the indicated genotypes. GUS activity is in arbitrary units of fluorescence.ug of protein-1.min-1. Each dot represents an individual plant, and *n* > 7 for each genotype. (**C**) RNA gel blot analysis showing GUS siRNA accumulation in silenced plants carrying the *p35S:GUS* locus *L1*. Ethidium bromide staining of the gel is shown as a loading control. (**D**) GUS activity in leaves and whole roots of plants carrying the *p35S:GUS* locus *L1* in the indicated genotypes was harvested at 7, 11, or 16 days after germination. GUS activity is in arbitrary units of fluorescence.ug of protein-1.min-1. Each dot represents a bulk of four plants, and *n* = 4 for each genotype.

The efficiency of transgene S-PTGS was also compared between leaves and roots. Transgene S-PTGS is a process that takes place at each generation during the early development of the plant. In the Arabidopsis *p35S:GUS* line *L1*, GUS activity rapidly drops after germination to reach almost zero in adult leaves [11]. Comparing GUS activity in roots and leaves of *L1* and *L1 rdr6* plants revealed that S-PTGS causes a dramatic reduction of GUS activity in both leaves and roots (Fig. 1B). Consistently, high amounts of *GUS* siRNAs are detected in leaves and roots of *L1* plants (Fig. 1C), suggesting that *RTL1* expression in roots does not reduce S-PTGS efficiency or siRNA levels when analyzing whole root extracts. To further examine if RTL1 could have a subtle effect on S-PTGS in roots, the *L1* locus was introduced into the *rtl1-1* null allele by crossing, and the kinetics of *L1* S-PTGS were examined in *L1* and *L1 rtl1-1* shoots and roots. As expected, no difference was observed between *L1* and *L1 rtl1-1* in shoots where *RTL1* is not expressed. No difference in the kinetics of S-PTGS was also observed between *L1* and *L1 rtl1-1* in roots (Fig. 1D), indicating that RTL1 depletion has no impact on *L1* silencing when analyzing whole root extracts.

Multiple hypotheses could explain these results: (i) endogenous RTL1 expression in roots is too low to impact siRNA accumulation, (ii) endogenous RTL1 expression in roots is restricted to a very limited number of cell types (visible on https://bar.utoronto.ca/eplant/ [20] and https://bioit3.irc.ugent.be/plant-sc-atlas/root). Therefore, the impact of RTL1 depletion on endogenous siRNA accumulation or transgene S-PTGS cannot be visualized when analyzing whole root extracts, (iii) RTL1 mRNA is not translated into RTL1 protein in roots, or (iv) RTL1 protein is produced in roots but is not functional because roots lack a cofactor or specific modifications that are necessary for RTL1 activity. To discriminate between these hypotheses, a pUBQ10:RTL1 construct was introduced into the L1 line, and GUS activity was measured in shoots and roots of L1, L1 rdr6, and L1 pUBQ10:RTL1 plants (Fig. 1B). S-PTGS was suppressed in both shoots and roots of L1 pUBQ10:RTL1 plants, indicating that, in roots, RTL1 is functional, thus ruling out the third and fourth hypotheses. Therefore, the fact that RTL1 deficiency has no impact on endogenous siRNA accumulation and transgene S-PTGS efficiency in whole root extracts suggests that endogenous RTL1 expression is too low and too restricted to certain cell types to impact S-PTGS of transgenes driven by a constitutive promoter, or to modify the accumulation of endogenous siRNAs produced in a larger number of cell types (see TAS expression patterns at https://bioit3.irc.ugent.be/plant-sc-atlas/root).

### RTL1 eliminates mobile siRNAs

The results presented above, as well as previous results [7, 9] indicate that RTL1 prevents the production of siRNAs. Previous analyses revealed that RTL1 is able to cleave the dsRNA precursors of siRNAs, including the precursors of 24-nt siRNAs, whose size generally does not exceed 45-nt [7, 8]. Moreover, the accumulation of synthetic 34/36-nt dsRNAs was strongly reduced after incubation with RTL1 *in vitro* [21]. However, the possibility that RTL1 could also cleave siRNA duplexes *in vivo* has not been tested yet. Determining if RTL1 can degrade siRNA duplexes *in vivo* implies expressing *RTL1* in tissues where siRNA duplexes but not their precursors are present. This can be achieved by grafting plants expressing mobile siRNA duplexes onto plants lacking siRNAs but expressing *RTL1*.

At first, plants expressing a transgene producing mobile siRNA duplexes were grafted onto plants expressing *RTL1*. For this purpose, shoots of the *pSUC2:hpSUL* line were grafted onto wildtype, *dcl2 dcl3 dcl4, rtl1-1, rtl1-2* or *p35S:RTL1* roots. The *pSUC2:hpSUL* line carries a transgene expressing a hairpin corresponding to a part of the *SULFUR* (*SUL*) gene under the control of the *SUC2* promoter, leading to the production of *SUL* siRNAs in the phloem companion cells [12]. Previous analyses revealed that *SUL* siRNA duplexes are highly mobile and efficiently migrate from shoots to roots [22]. Indeed, similar levels of *SUL* siRNAs were detected in wildtype and *dcl2 dcl3 dcl4* roots grafted onto *pSUC2:hpSUL* shoots (Fig. 2), indicating that *SUL* siRNA duplexes, but not the *hpSUL* dsRNA precursors of siRNAs, are moving from shoots to roots. Levels of *SUL* siRNAs were also similar in wildtype, *rtl1-1*, and *rtl1-2* roots grafted onto *pSUC2:hpSUL* shoots (Fig. 2), indicating that endogenous *RTL1* expression in roots is not sufficient to reduce the level of mobile siRNA duplexes, similar to what has been observed on siRNAs expressed in roots (Fig. 2). Contrasting the high levels of 21 nt and 24 nt *SUL* siRNAs detected in wildtype roots grafted onto *pSUC2:hpSUL* shoots, neither 21 nt nor 24 nt *SUL* siRNAs were detected in *p35S:RTL1* roots grafted onto *pSUC2:hpSUL* shoots (Fig. 2). These results not only confirm that *RTL1* functions in roots, but, more importantly, reveal that RTL1 can degrade 21 nt and 24 nt siRNA duplexes in addition to longer dsRNA precursors.

**Figure 2.**
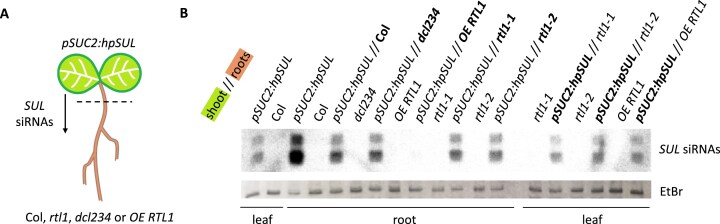
Ectopically expressed RTL1 degrades mobile siRNA duplexes of exogenous origin. (**A**) Design of the experiment. At the two cotyledon stage, scions of plants expressing the *pSUC2:hpSUL* transgene are grafted onto roots of plants of the indicated genotypes, which do not carry the *pSUC2:hpSUL* transgene, allowing mobile *SUL* siRNAs to be detected in roots. (**B**) RNA gel blot analysis showing the accumulation of *SUL* siRNAs in the *pSUC2:hpSUL*-grafted or non-grafted indicated genotypes. For each condition (grafted and non-grafted), *SUL* siRNA has been analyzed in both shoots and roots. For *pSUC2:hpSUL*-grafted plants, the part of the graft analyzed is indicated in bold. Ethidium bromide staining of the gel is shown as a control.

To determine if RTL1 can degrade any type of siRNA duplexes irrespective of their sequence, the impact of RTL1 on mobile siRNAs was examined genome-wide. 

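Small RNAs were sequenced from leaves and roots of non-grafted L1 plants, from roots of non-grafted dcl2 dcl3 dcl4 plants with and without the pUBQ:RTL1 transgene, and from roots of both dcl2 dcl3 dcl4 genotypes that carried L1 shoots. Each of the 6 conditions had 3 libraries from different plants. For every library the authors provide the raw number of reads by length on each annotated gene, on each transposable element (TE) and on the parts of the GUS transgene, as counted by ShortStack on the TAIR10 genome. A second set of counts gives the 21, 22, 23 and 24 nt reads of the whole genome, from which the authors had removed poorly mapped reads and those of rRNA, tRNA and miRNA. The locus counts still contained these reads, and the whole-genome counts were not a subset of them. Of 58540 loci, 197 were therefore left out because they were rRNA or miRNA genes, were called a miRNA by ShortStack, or changed coordinates between libraries. Values are given in rpm with all reads counted on loci of the library as denominator, since the paper's text does not name the denominator of its own values. Reads counted on loci ranged from 10850918 to 12106005 per library in L1 leaves (median 11872661) and from 8436178 to 9246283 in L1 roots (median 8777400). Libraries of non-grafted roots held 6368297 to 6807699 reads for dcl2 dcl3 dcl4 (median 6747350) and 4179822 to 5571278 for dcl2 dcl3 dcl4 pUBQ:RTL1 (median 4480783). The corresponding ranges for grafted roots were 8382795 to 8858321 (median 8642888) and 4101148 to 4666411 (median 4444476). rRNA genes took 30.2% of these reads in non-grafted dcl2 dcl3 dcl4 roots and 59.0% in grafted ones, and miRNA genes took 8.85% and 2.01%. With pUBQ:RTL1 the rRNA shares were 59.9% without and 52.7% with a graft, and the miRNA shares were 11.9% and 12.3%. The denominator thus weighed differently on the conditions, and the total of siRNA reads and the miRNA reads were used as alternative denominators. Differences between conditions were tested per locus on raw counts with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, over the 12 libraries of dcl2 dcl3 dcl4 roots and the loci with at least 10 reads of the lengths in question. Sums over classes of loci were compared with a two-sided exact permutation test, whose p cannot fall under 0.1 with 3 libraries against 3. Errors and limits given here cover these replicates and counting error only, since the tables count reads and not molecules.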

For this, we grafted shoots of the *p35S:GUS* line *L1* (in a WT background) on roots of the *pUBQ10:RTL1* line in a genetic background where siRNAs are not produced (i.e. in a *dcl2 dcl3 dcl4* triple mutant). Genome-wide sRNAseq analysis confirmed that a significant proportion of endogenous siRNAs move from wildtype (*L1)* shoots to *dcl2 dcl3 dcl4* roots through the graft union. 

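Over the whole genome, 23 nt and 24 nt siRNAs together amounted to 120639 ± 3461 rpm (SD, n = 3) in non-grafted dcl2 dcl3 dcl4 roots and to 306404 ± 9591 in grafted ones. The log2 ratio of 1.34 exceeded the spread between replicates, with every grafted library above every non-grafted one (exact permutation test, p = 0.1). L1 leaves held 594471 ± 27072 and L1 roots 739448 ± 24086 rpm of these lengths. The choice of denominator moved this ratio most, to 3.48 per miRNA read and to 0.48 per siRNA read, without a change of direction. At the level of single loci, 20745 had enough 23 nt and 24 nt reads to be tested. Of these, 5981 had more such reads in grafted than in non-grafted dcl2 dcl3 dcl4 roots at an adjusted p under 0.05, and 426 had fewer. The numbers of loci followed the scaling of the libraries. With miRNA reads as library size, 13011 loci were higher and 44 lower, whereas TMM factors gave 2209 higher and 2761 lower. The median log2 fold change over all tested loci was 0.93 with total locus reads, 0.08 with siRNA reads, -0.53 with TMM factors and 3.00 with miRNA reads.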

In line with previous studies [23, 24], the majority of endogenous siRNAs moving from scion to rootstock corresponds to 23 nt and 24 nt siRNAs (Fig. 3). 

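On TE and protein-coding gene (PCG) loci, grafting raised 23 nt and 24 nt reads in dcl2 dcl3 dcl4 roots by 101847 rpm. Reads of 21 nt and 22 nt on the same loci changed by -17848 rpm. The longer siRNAs therefore made up 121% ± 5.43 (SD, n = 3 libraries) of the net gain of 21 to 24 nt reads, a share above 100 because the shorter ones declined. By single length, the gain was 75720 rpm for 24 nt and 26127 for 23 nt, and the change was -16799 for 21 nt and -1050 for 22 nt. Both changes were positive per miRNA read (log2 ratios 0.68 and 2.03), and that of 22 nt also per read outside rRNA genes (0.67), a denominator added after seeing the data. Counted over the whole genome in place of these loci, the share was 93.9%, 21 nt reads changing by -22004 and 22 nt reads by 33980 rpm, with the sign of the former reversed per miRNA read (log2 ratio 1.55) and per read outside rRNA genes (0.18), and that of the latter per siRNA read (-0.17). With the total of siRNA reads as denominator it was 415%, since the net gain was then small. Reads longer than 25 nt made up 61.5% of rRNA-gene reads in grafted and 47.8% in non-grafted dcl2 dcl3 dcl4 roots. With pUBQ:RTL1 these shares were 49.0% and 47.1%. A difference in size selection or RNA breakdown of the grafted dcl2 dcl3 dcl4 libraries was thus not excluded as a contribution to the shift in length.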

A close-up on siRNA origins showed that 23 nt/24 nt siRNAs moving from wildtype scions to *dcl2 dcl3 dcl4* rootstocks come from transposable elements (TEs) and protein-coding genes (PCGs) (Fig. 3). In contrast, very few 21 nt/22 nt siRNAs move from wildtype scions to *dcl2 dcl3 dcl4* rootstocks (Fig. 3). Indeed, analysis of *L1* siRNAs and tasiRNAs, which represent the main producers of 21 nt/22 nt siRNA in shoots, showed no specific enrichment of 21 nt/22 nt siRNA in recipient *dcl2 dcl3 dcl4* rootstocks, while they together account for more than 55% of this type of siRNA in wildtype (*L1)* shoots (Fig. 3). 

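Reads of 23 nt and 24 nt on TEs rose from 29622 ± 1070 to 116415 ± 9564 rpm (SD, n = 3) between non-grafted and grafted dcl2 dcl3 dcl4 roots, a log2 ratio of 1.97. On PCGs they rose from 10613 ± 144 to 25667 ± 1207, a log2 ratio of 1.27. In both classes the grafted libraries all exceeded the non-grafted ones (exact permutation test, p = 0.1 for each), under every denominator tried. L1 roots held 368010 ± 13357 rpm on TEs and 75393 ± 3211 on PCGs. Among TE loci, 5169 of 11525 tested were higher after grafting and 75 were lower. With TMM factors these numbers were 1814 and 610, with siRNA reads 2738 and 189, and with miRNA reads 10246 and 22. Among PCGs, 785 of 9124 were higher and 345 lower with total locus reads, with a median log2 fold change of -0.34. This median depended on the filter. Of the 1614 PCGs with at least 10 reads in each of at least 3 libraries, 712 were higher and 154 lower. Their median was 0.80. Over all tested PCGs the median was 1.61 with miRNA reads and 0.32 with reads outside rRNA genes as library size. More PCGs were lower than higher with siRNA reads (503 higher, 998 lower) and TMM factors (386 and 2134). The 5 TEs and 5 PCGs with the most reads in grafted roots, among loci that were significantly higher and fully separated, illustrate the change. AT4TE60630 (chromosome 4, 12956832 to 12957720) went from 58.4 ± 26.2 to 874 ± 104 rpm (log2 fold change 3.90, standard error 0.34, adjusted p = 4.94e-28). AT5TE34355 (chromosome 5, 9463319 to 9463499) went from 16.4 ± 1.31 to 696 ± 74.6 (log2 fold change 5.40, standard error 0.38, adjusted p = 1.85e-43). The log2 fold changes were 3.15 for AT2TE22655 on chromosome 2, 3.31 for AT3TE66175 on chromosome 3 and 5.04 for AT4TE32815 on chromosome 4. The most abundant read of AT3TE66175 matches 36 places in the genome, so its reads cannot be assigned to this copy alone. Of the PCGs, AGL42 (AT5G62165, chromosome 5, 24964700 to 24968520) encodes AGAMOUS-like 42 and went from 34.2 ± 4.89 to 532 ± 50.7 rpm (log2 fold change 3.96, standard error 0.36, adjusted p = 1.10e-25), with a most abundant read that has 18 matches. ASB1 (AT1G25220) encodes a subunit of anthranilate synthase, overlaps AT1G25211 and showed a log2 fold change of 6.93, its most abundant read having 5 matches. AT3G20690, which encodes an F-box protein, AT5G49440, which encodes an uncharacterized protein, and AT4G13885, which encodes a ribonuclease H-like protein, showed log2 fold changes of 4.66, 7.63 and 3.09. AT5G49440 overlaps the transposable elements AT5TE72195 and AT5TE72200, and its reads belong to both annotations. All 10 changes kept their direction and significance in each alternative analysis.

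**Figure D1:**
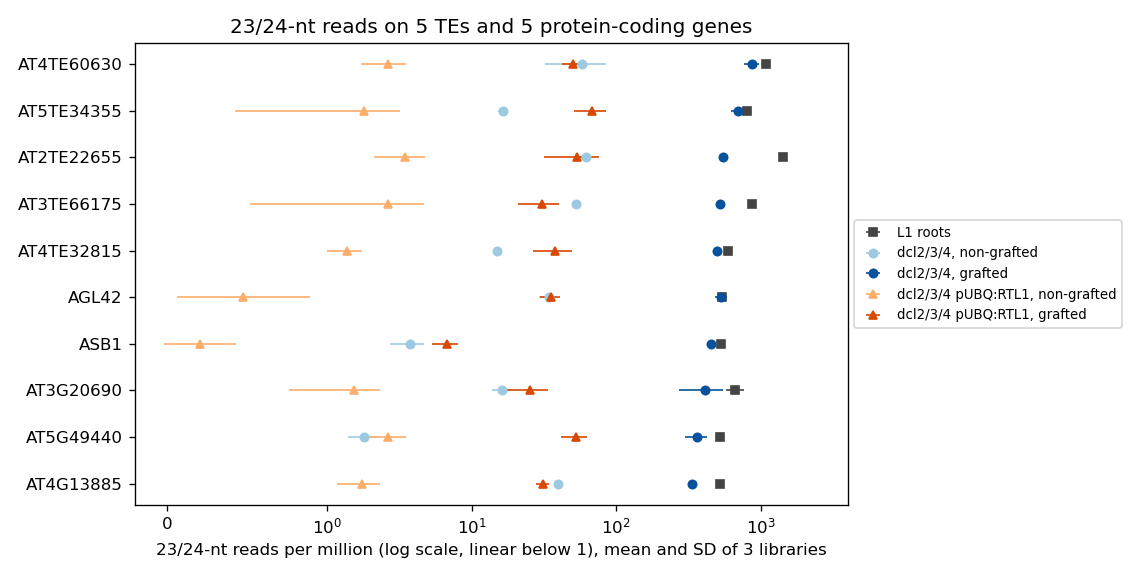
Reads of 23 nt and 24 nt in rpm (x axis, logarithmic above 1 and linear below) on the 5 TEs and 5 PCGs, as mean and SD of 3 libraries for L1 roots and for roots with and without a graft and pUBQ:RTL1. In dcl2 dcl3 dcl4 roots the grafted means lie between 334 and 874 rpm, against 1.80 to 62.2 without a graft.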

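The whole-genome level of 21 nt and 22 nt siRNAs was 119977 ± 5060 rpm (SD, n = 3) in non-grafted and 131953 ± 10856 in grafted dcl2 dcl3 dcl4 roots. This log2 ratio of 0.14 was about the size of the spread between replicates (exact permutation test, p = 0.2), and its direction depended on the denominator, with -0.73 per siRNA read and 2.28 per miRNA read. It joins a fall of 21 nt and a rise of 22 nt reads with total locus reads as denominator. L1 leaves held 274792 ± 9075 and L1 roots 227062 ± 7216 rpm of these lengths. On TEs the level fell from 29913 ± 2355 to 17622 ± 1456 and on PCGs from 12013 ± 638 to 6456 ± 294 with grafting, or by 0.76 and 0.90 on the log2 scale. Per miRNA read both instead rose, by 1.37 and 1.24, and the value for TEs was 0.00268 per read outside rRNA genes. These sums over TEs and PCGs were compared after seeing the data. Among 17986 tested loci, 645 had more 21 nt and 22 nt reads after grafting and 2456 had fewer. The larger group changed with the scaling, with 1156 higher and 473 lower under TMM factors, 4203 and 79 with miRNA reads, 708 and 365 with DESeq2's size factors, and 419 and 6749 with siRNA reads as library size.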

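TAS loci yielded 41898 ± 4576 rpm of 21 nt and 22 nt reads (SD, n = 3) in L1 leaves, 1467 ± 129 in non-grafted and 1011 ± 206 in grafted dcl2 dcl3 dcl4 roots. The log2 ratio between these roots was -0.54 (exact permutation test, p = 0.1) but 1.60 per miRNA read and 0.23 per read outside rRNA genes. Of the 7 TAS genes in the annotation, 6 could be tested. None was higher after grafting (0 at an unadjusted p under 0.05), and TAS1A, TAS3 and TAS3b were lower, with TAS2 added when adjusted over the list alone. The call for TAS1A was lost without library 2 or 3 of either condition and with TMM factors, and TAS1A rose by 1.12 on the log2 scale with miRNA reads as library size, where TAS3b was not significant either. TAS1C (AT2G39675, chromosome 2, 16537288 to 16538277, overlapping AT2G39670) gave most of these reads and went from 1050 ± 97.5 to 805 ± 165 rpm (log2 fold change -0.38, adjusted p = 0.323). Its change was positive under 3 of the scalings set beforehand, reaching 1.75 with miRNA reads as library size. TAS3 (AT3G17185) went from 67.6 ± 6.96 to 13.9 ± 3.65 (log2 fold change -2.29, standard error 0.36, adjusted p = 4.03e-08), and -0.15 with miRNA reads as library size. The GUS coding region and terminator of the transgene gave 49908 ± 11212 rpm in L1 leaves and 17146 ± 2645 in L1 roots. In dcl2 dcl3 dcl4 roots they gave 45.1 ± 1.22 rpm without and 174 ± 76.8 with a graft, a log2 ratio of 1.95 (exact permutation test, p = 0.1, adjusted p = 2.47e-07 from the locus test). The increase had the same direction under every denominator. It was 129 rpm in size but 85.6 without the first grafted library, which held the most GUS reads. TAS and GUS loci together accounted for 28.2% ± 2.96 of the 21 nt and 22 nt siRNA reads of L1 leaves (SD, n = 3 libraries). The share depended on its base, with 57.8% ± 4.29 of the reads on PCG, TE, TAS, PHASI and GUS loci, and 43.5% ± 2.14 when only 21 nt reads were counted.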

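Protein-coding genes that produce phased siRNAs (PHASI) were represented by 17 genes, listed beforehand as pentatricopeptide repeat and F-box genes because the paper's text does not name its set. Their 21 nt and 22 nt reads amounted to 5762 ± 1000 rpm (SD, n = 3) in L1 leaves and 1440 ± 102 in L1 roots. Non-grafted dcl2 dcl3 dcl4 roots held 18.2 ± 2.66 and grafted ones 42.8 ± 5.25 rpm, a log2 ratio of 1.24 with all grafted libraries above the others (exact permutation test, p = 0.1). Per siRNA read this ratio was 0.38 and per miRNA read 3.37. The depth allowed 14 of these genes to be tested, of which 4 were higher after grafting, both over all loci and when adjusted over the list alone, and 0 lower (1 at an unadjusted p under 0.05). They were AT1G62590, which overlaps another class of loci, AT1G62910, AT1G62914 and AT1G63150, all on chromosome 1 and named after their values were seen. AT1G62914 was significant in all alternative analyses, whereas the others lost significance in 4 to 7 of them, including with siRNA reads as library size. Single libraries also decided these calls, namely grafted library 1 or 2 or any non-grafted library for AT1G62590, grafted library 2 or non-grafted library 1 or 3 for AT1G62910, and grafted library 1 or non-grafted library 2 or 3 for AT1G63150.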

The profile of phased secondary 21 nt/22 nt siRNAs referred to as tasiRNAs and phasiRNAs, depending on whether they derive from the cleavage of coding (phasi) or non-coding (tasi) mRNA by a 22 nt miRNA [3, 4], followed the same behavior (Fig. 3). Finding that 23 nt/24 nt siRNAs move more efficiently than 21 nt/22 nt siRNAs through a graft-union was consistent with previous reports [23, 24]. This over-representation of 23 nt/24 nt mobile siRNAs compared to 21 nt/22 nt siRNAs in grafted *dcl2 dcl3 dcl4* rootstocks suggests that 21 nt/22 nt siRNA species specifically loaded into PTGS-related AGOs (i.e. mostly AGO1 and AGO2) are mainly consumed where their RNA targets are produced, allowing only a slight and almost undetectable amount to move through vascular tissues, a process previously referred to as consumption [22]. In contrast to *dcl2 dcl3 dcl4* rootstocks grafted onto wildtype (*L1)* shoots, which accumulate mobile siRNAs, siRNAs were found at a background level in grafted *dcl2 dcl3 dcl4 pUBQ:RTL1* roots (Fig. 3), indicating that RTL1 has the capacity to degrade all mobile siRNA duplexes. Indeed, all classes of siRNAs derived from TEs, PCGs, *TAS, PHAS*, and *GUS* loci were absent, indicating that RTL1 degrades mobile siRNAs, irrespective of their size or origins.

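In roots expressing RTL1, whole-genome 23 nt and 24 nt siRNAs amounted to 163534 ± 7814 rpm (SD, n = 3) without and 168168 ± 17636 with an L1 shoot. The log2 ratio of 0.04 was within the spread between replicates (exact permutation test, p = 0.6), and it was -0.19 per read outside rRNA genes, 0.14 per miRNA read and 0.12 per siRNA read, the last with all grafted libraries above the others (p = 0.1). TE loci held 4266 rpm of these lengths without and 21389 with a graft, and TEs and PCGs together held only a minor part. The origin of the remaining reads was not examined. The whole-genome level and the siRNA-read denominator in these roots may therefore include reads other than siRNAs. Grafted dcl2 dcl3 dcl4 roots without RTL1 exceeded grafted dcl2 dcl3 dcl4 pUBQ:RTL1 roots by a log2 ratio of 0.87 (exact permutation test, p = 0.1). Locus by locus, 5053 of the tested loci had more 23 nt and 24 nt reads in grafted than in non-grafted dcl2 dcl3 dcl4 pUBQ:RTL1 roots and 56 had fewer. These 5053 loci included 3776 of those that were higher after grafting without RTL1, or 63.1% of the latter. Of the same loci, 4907 (82.0%) were higher in grafted roots without than with RTL1, in a comparison that shares the grafted libraries by which they were chosen. Between the grafted genotypes, 7460 loci had more of these reads without RTL1 and 1710 had more with it. This balance also followed the scaling, with 12878 and 46 loci for miRNA reads, 5568 and 2781 for siRNA reads and 2894 and 4338 for TMM factors. In a test of the interaction, the effect of grafting on the log2 scale was larger without RTL1 at 71 loci and smaller at 841. With miRNA reads as library size these numbers were 674 and 34. Leaving out the first grafted dcl2 dcl3 dcl4 library reduced the 71 loci to 47. Reads of 21 nt and 22 nt were higher after grafting at 1259 loci with RTL1 and lower at 35, a count that fell to 777 without the third grafted library and to 811 without the first non-grafted one. Their whole-genome level nevertheless fell from 152240 ± 5982 to 130133 ± 11828 rpm, a comparison made after seeing the data (log2 ratio -0.23, exact permutation test, p = 0.1, but p = 0.7 per miRNA read). The paper describes mobile siRNAs in grafted roots without RTL1 and a background level with it (Fig. 3), and concludes from this contrast that RTL1 can degrade all mobile siRNA duplexes. Its Discussion also relies on gel blots, where SUL siRNAs from pSUC2:hpSUL shoots were not detected in p35S:RTL1 roots. Those blots were not re-examined here.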

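By class of loci, TE reads of 23 nt and 24 nt stood at 4266 ± 144 rpm (SD, n = 3) in non-grafted and 21389 ± 7808 in grafted dcl2 dcl3 dcl4 pUBQ:RTL1 roots, a log2 ratio of 2.33 (exact permutation test, p = 0.1). It stayed between 2.04 and 2.39 under the other denominators. With total locus reads as denominator the gain was 19.7% of that seen without RTL1, a share not computed for the other denominators. Grafted dcl2 dcl3 dcl4 roots exceeded grafted dcl2 dcl3 dcl4 pUBQ:RTL1 roots by a log2 ratio of 2.44 on TEs (1.90 per siRNA read and 5.01 per miRNA read). For 21 nt and 22 nt reads the corresponding ratios were below 0, at -0.97 on TAS (exact permutation test, p = 0.1), -0.63 on PHASI (p = 0.2) and -0.45 on GUS loci (p = 0.3), and they turned to 1.54, 1.94 and 2.08 per miRNA read. By locus and for 23 nt and 24 nt reads, 6552 TEs were higher without and 64 with RTL1 in grafted roots. With TMM factors these numbers were 2514 and 204, and with miRNA reads as library size 10764 and 4. Among PCGs, 882 were higher without and 1631 with RTL1 (median log2 fold change -1.32, but 1.10 with miRNA reads as library size). With TMM factors 368 PCGs were higher without and 4107 with RTL1. The PCG balance depended on the filter, too, since under the stricter one 790 PCGs were higher without and 534 with RTL1 (median 1.27). This filter counts raw reads, so loci of the deeper libraries without RTL1 passed it at lower rpm. Their median depth was 8642888 reads against 4444476, and part of the shift may come from this. The sum over PCGs, compared after seeing the data, was higher without RTL1 by a log2 ratio of 0.77 (exact permutation test, p = 0.1). This ratio was 3.27 per miRNA read and 0.22 per siRNA read (exact permutation test, p = 0.3 for the latter). PCG reads of 23 nt and 24 nt went from 13262 ± 2133 to 15082 ± 3443, which was within the spread between replicates (log2 ratio 0.19, exact permutation test, p = 0.6) and changed sign per read outside rRNA genes, to -0.09. On TEs 4424 loci were higher after grafting and 22 lower, and on PCGs 614 and 34. Reads of 21 nt and 22 nt on TAS loci went from 1093 ± 71.6 to 1975 ± 435 and on PHASI loci from 15.2 ± 3.12 to 66.1 ± 22.6 (log2 ratios 0.85 and 2.12, exact permutation test, p = 0.1 for each). For GUS they went from 61.3 ± 9.10 to 239 ± 61.6, a log2 ratio of 1.96 (exact permutation test, p = 0.1). These increases kept their direction under each denominator. The 24 nt and 23 nt reads of GUS reached 24.9 ± 10.1 rpm in grafted dcl2 dcl3 dcl4 pUBQ:RTL1 roots, against 5.69 ± 2.06 without a graft. In grafted dcl2 dcl3 dcl4 roots they reached 179 ± 6.88, against 3.82 ± 0.527. This graft effect was larger without RTL1 by 3.40 on the log2 scale (adjusted p = 1.39e-06 for the interaction). Comparisons of TAS, PHASI and GUS reads with RTL1, whether against non-grafted roots or between the grafted genotypes, and of GUS reads of 23 nt and 24 nt, were chosen after seeing the data. At 8 of the 14 testable PHASI genes and at 1 of the 6 TAS genes, TAS1C, the 21 nt and 22 nt reads were higher after grafting with RTL1, the same counts resulting when adjusted over the list alone.

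**Figure D2:**
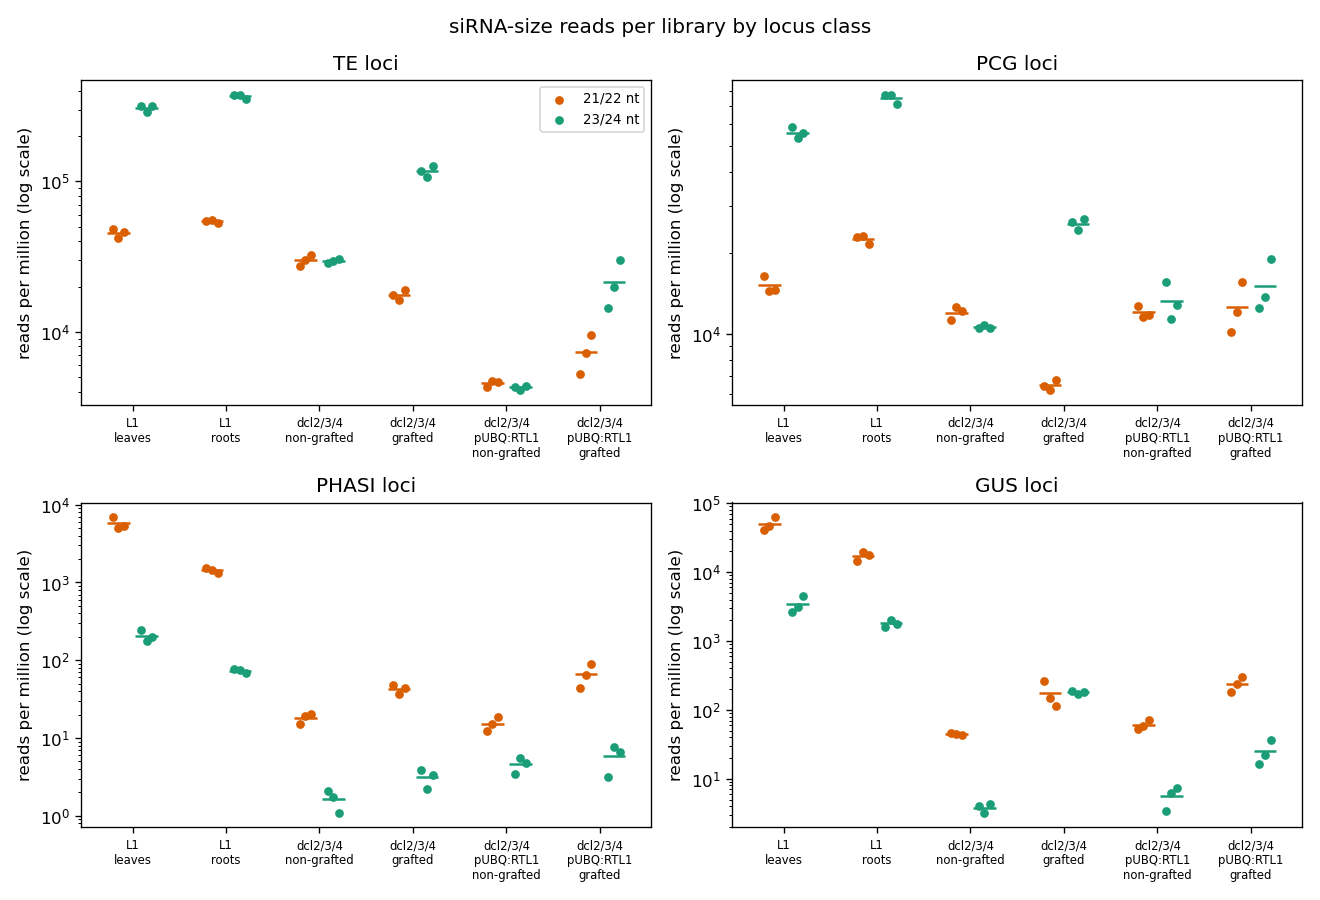
Levels in rpm (logarithmic y axes) of 21 nt and 22 nt together and of 23 nt and 24 nt together on TE, PCG, PHASI and GUS loci, by condition, with points for the 3 libraries and lines for their mean. With pUBQ:RTL1, TE reads of 23 nt and 24 nt have means of 4266 without and 21389 with a graft.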

**Figure 3.**
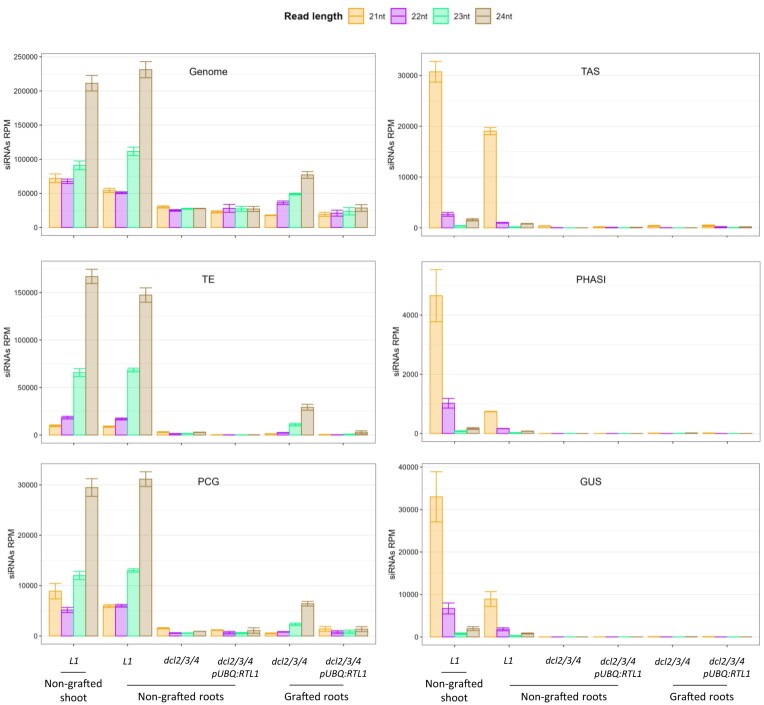
Ectopically expressed RTL1 degrades mobile siRNAs of endogenous origin. Small RNAs were extracted from non-grafted leaves or roots of wildtype *(p35S:GUS L1)* plants, *dcl2 dcl3 dcl4 (dcl2/3/4)* triple mutant or *dcl2 dcl3 dcl4* plants expressing a *pUBQ:RTL1* transgene *(dcl2/3/4 OE RTL1,)* or roots of *dcl2/3/4* or *dcl2/3/4 OE RTL1* plants grafted on wildtype *(p35S:GUS L1)* shoots, and subjected to high throughput sequencing. Experiments were performed in triplicate. siRNA size distribution is shown for the whole genome (Genome), protein-coding genes (PCG), transposable elements (TE), non-coding genes producing phased siRNAs upon clivage by a miRNA (TAS), coding genes producing phased siRNAs upon clivage by a miRNA (PHASI), and the bacterial sequence encoded by the *p35S:GUS* transgene (GUS). siRNAs correspond to reads that perfectly match the *A.thaliana* nuclear genome. excluding miRNA, rRNA, and tRNA. The proportion of each size of siRNA is indicated by a different color. Values are expressed in reads per million (rpm).

### Ectopic RTL1 expression can eliminate siRNAs in a tissue-specific manner

The results presented above indicate that constitutive expression of *RTL1* under the control of the *35S* or *UBQ10* promoter prevents the accumulation of endogenous or transgenic siRNAs in every tissue. To examine if cell-specific *RTL1* expression could be used to eliminate siRNAs from specific cell types, a *pSUC2:RTL1* transgene was generated and introduced into the *pSUC2:hpSUL* and *pSUC2:hpPDS* lines. Similar to the *pSUC2:hpSUL* line that carries a transgene producing *SUL* siRNAs in the phloem companion cells, which induces *SUL* silencing in the layer of cells surrounding the phloem [12], the *pSUC2:hpPDS* line carries a transgene that produces *PDS* siRNAs in the phloem companion cells, resulting in *PDS* silencing in the layer of cells surrounding the phloem [13]. Expressing *RTL1* specifically in the phloem companion cells using the *pSUC2:RTL1* transgene suppressed *PDS* and *SUL* PTGS as efficiently as expressing a *p35S:RTL1* transgene (Fig. 4A), indicating that cell-specific expression of RTL1 at the site of dsRNA production is sufficient to destroy dsRNA and siRNA duplexes before they move to adjacent cells.

**Figure 4.**
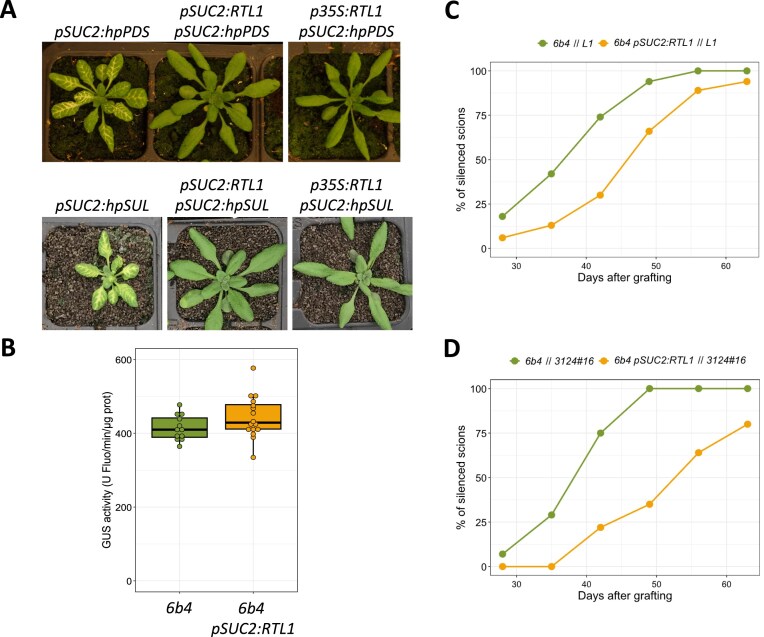
RTL1 expression in phloem companion cells delays S-PTGS systemic propagation. (**A**) Pictures of plants expressing *p35S:RTL1* or *pSUC2:RTL1* in *pSUC2:hpPDS* or *pSUC2:hpSUL* lines. (**B**) GUS activity in leaves of 1-month-old plants of the non-silenced *p35S:GUS* line *6b4*, carrying or not the *pSUC2:RTL1* locus derived from the *pSUC2:hpPDS/pSUC2:RTL1* line showing the most efficient suppression of the *pSUC2:hpPDS* phenotype (shown in A). GUS activity is in arbitrary units of fluorescence.ug of protein^−1^.min^−1^. (**C**) Time course of S-PTGS establishment in non-silenced scions of lines *6b4* grafted onto silenced *p35S:GUS* (*L1)* rootstocks (*6b4 // L1, n* = 50) or *6b4 pSUC2:RTL1* scions grafted onto L1 rootstocks (*6b4 pSUC2:RTL1 // L1, n* = 47). Grafted scions are considered silenced when *GUS* expression is less than 5% of non-grafted controls. (**D**) Time course of S-PTGS establishment in non-silenced scions of lines *6b4* grafted onto silenced *pUBQ10:GFP-GUS (3124#16)* rootstocks (*6b4 // 3124#16, n* = 28) or *6b4 pSUC2:RTL1* scions grafted onto *3124#16* rootstocks (*6b4 pSUC2:RTL1 // 3124#16, n* = 27). Grafted shoots are considered silenced when GUS expression is less than 5% of non-grafted controls.

### RTL1 expression in phloem companion cells delays systemic S-PTGS propagation

During transgene S-PTGS, silencing is initiated locally and subsequently becomes systemic, due to siRNA propagation within the plant. Transgene siRNA duplexes can move from cell to cell through plasmodesmata, but also at long distances. This last movement was demonstrated by grafting scions of lines that never trigger S-PTGS spontaneously onto rootstocks of lines that spontaneously undergo S-PTGS, allowing S-PTGS to be established in the grafted scions [26–28]. This long-distance propagation cannot be due only to the movement of siRNA duplexes from cell to cell. Indeed, three-part grafting experiments using a piece of wild-type tobacco stem interspersed between a silenced rootstock and a non-silenced target scion revealed long-distance movement through the phloem [27]. For this to happen, siRNA duplexes need to be loaded from source cells into the phloem and subsequently unloaded in sink cells. Because phloem companion cells (PCCs) were proposed to play a key role in siRNA movement and in the systemic aspect of S-PTGS [25], grafting experiments were carried out using an Arabidopsis line expressing *RTL1* in the phloem companion cells in order to destroy mobile siRNA duplexes specifically in this cell type. For this purpose, the *pSUC2:hpPDS pSUC2:RTL1* transgenic line that suppresses *PDS* PTGS the most efficiently was crossed to the *p35S:GUS* line *6b4*, which never triggers S-PTGS spontaneously, but has the capacity to undergo S-PTGS upon grafting onto rootstocks of the *p35S:GUS* line *L1*, which spontaneously undergoes S-PTGS [28]. F2 plants homozygous for the *pSUC2:RTL1* locus and the 6b4 locus, and that have eliminated the *pSUC2:hpPDS* locus, were selected. At first, GUS activity was compared in the different lines. As expected, no difference was observed between *6b4* and *6b4 pSUC2:RTL1* plants (Fig. 4B). Then, the efficiency of graft-induced S-PTGS propagation was examined in *6b4* and *6b4 pSUC2:RTL1* scions grafted onto *L1* rootstocks. An important delay in the propagation of S-PTGS was observed in *6b4 pSUC2:RTL1* shoots grafted onto *L1* roots (Fig. 4C), indicating a contribution of phloem companion cells in systemic S-PTGS. Nevertheless, all grafted scions eventually triggered systemic S-PTGS, suggesting either that RTL1 is not sufficiently expressed under the pSUC2 promoter to totally eliminate mobile siRNA duplexes from all companion cells or that mobile siRNA duplexes can be unloaded from the phloem through other cell types.

To further examine the role of phloem companion cells in systemic S-PTGS, *6b4 pSUC2:RTL1* shoots were grafted onto the roots of a second transgenic line undergoing *GUS* S-PTGS but based on a different transgenic system. For this purpose, *6b4* and *6b4 pSUC2:RTL1* shoots were grafted onto the roots of line *pUBQ10:GFP-GUS#20*. As previously observed for *6b4 pSUC2:RTL1* shoots grafted onto *L1* roots, the establishment of S-PTGS in *6b4 pSUC2:RTL1* shoots grafted onto pUBQ10:GFP-GUS#20 roots was delayed compared to that of grafted 6b4 shoots, and a fraction of the plants did not trigger S-PTGS at all (Fig. 4D), confirming that the ablation of *GUS* siRNAs in phloem companion cells strongly impacts the systemic aspect of S-PTGS.

## Discussion

RTL1 is the simplest RNaseIII enzyme encoded by the Arabidopsis genome [5]. It comprises a unique RNaseIII domain and a unique DRB domain, which likely specializes this enzyme to recognize and cleave only perfectly paired dsRNA. Indeed, *RTL1* over-expression prevents the accumulation of all siRNAs, but not of miRNAs, which derive from imperfectly paired dsRNA [7]. Because it prevents the accumulation of every siRNA produced from the 13 000 siRNA-producing loci [7], RTL1 likely acts in a structure-dependent but sequence-independent manner. The analysis of plants that express *RTL1* in a *dcl2 dcl3 dcl4* triple mutant, in which siRNA precursors accumulate because they cannot be processed, previously revealed that RTL1 cleaves long dsRNA [7]. We and others also showed that RTL1 is able to cleave shorter dsRNA *in vitro* [7, 8, 21]. However, it has long remained unclear if RTL1 was able to cleave siRNA duplexes *in vivo* in addition to cleaving their precursors. Indeed, addressing this question implies expressing *RTL1* in cells accumulating siRNAs but where their precursors are not produced. Separating the site of dsRNA production from the site of siRNA accumulation can be achieved by grafting wild-type plants onto *dcl2 dcl3 dcl4* triple mutants because siRNA duplexes, but not their precursors, have the capacity to move through vascular tissues [22–24]. Therefore, grafting wildtype plants onto *dcl2 dcl3 dcl4* triple mutants expressing *RTL1* allows determining if RTL1 can target siRNA duplexes unambiguously. The genome-wide analysis performed in this study reveals that RTL1 is capable of destroying every siRNA duplex (Figs 2 and 3), which confirms its sequence-independent activity. RTL1’s ability to destroy siRNA duplexes in addition to their precursors indicates that RTL1 does not need to compete with DCL2, DCL3, and DCL4 to bind to siRNA precursors and destroy them before they are processed by the DCLs. Indeed, even if a fraction of siRNA precursors escape destruction by RTL1 and remain processed by DCL2, DCL3, or DCL4, the resulting siRNAs are subsequently destroyed by RTL1, which explains why plants over-expressing *RTL1* phenocopy *dcl2 dcl3 dcl4* triple mutants and lack all siRNAs [7].

Despite RTL1’s capacity to destroy siRNA duplexes or precursors, wildtype Arabidopsis plants accumulate mature siRNAs, suggesting that wildtype plants lack RTL1 activity (Fig. 1). Indeed, RTL1 is naturally not expressed in vegetative tissues except in roots. However, the results obtained by comparing wildtype plants, *rtl1* mutants, and plants overexpressing *RTL1* indicate that RTL1 is functional in roots but that its native level of expression is insufficient to affect the siRNA repertoire or the siRNA-dependent PTGS capacity of the plant. Therefore, one could consider that *RTL1* is not expressed at all in vegetative tissues under normal conditions, and that it plays no role in the siRNA homeostasis. Only when *RTL1* is induced in vegetative tissues during virus infection does it appear to play a detectable role. However, this role appears mostly deleterious to the plant because destroying the siRNAs produced by the antiviral PTGS defense of the plant promotes viral infection [7, 9]. Therefore, the reason why this gene is maintained in the Arabidopsis genome remains unknown. Whether it has a positive or adaptive role remains to be determined. *RTL1* expression is also detected in the endosperm, an essential tissue of the seed where genomic expression is highly reprogrammed. Therefore, it is possible that *RTL1* expression is required in this tissue. However, *rtl1* mutants are perfectly fertile, leaving open this question.

The fact that Arabidopsis vegetative tissues do not express *RTL1* or express it at levels insufficient to degrade siRNA duplexes makes it a fantastic tool to investigate the role of siRNAs in each cell type and at each stage of development by expressing it under specific promoters, thus allowing to specifically eliminate siRNAs at a given time and in a given cell type. So far, small RNA neutralization could only be achieved using virus-encoded proteins that sequestrate small RNAs such as P19, Hc-Pro, P21, p15, p130/p126/p122, γB, NS3, Pns10, and NSs (reviewed in [29]). The most characterized is the tombusviral P19 protein, which acts as a homodimer to size-select and sequester small RNA duplexes in a sequence-independent manner [30, 31]. As a result, P19 binds only to 21–22-nt small RNAs, including miRNAs and siRNAs, but not to longer ones. In particular, it does not bind to 24-nt siRNAs, which represent the largest class of siRNAs in plants. Moreover, because P19 sequestrates both miRNAs and siRNAs, its expression results in pleiotropic defects owing to the widespread role of miRNAs. Consequently, P19 is mostly used in transient assays to prevent the silencing of the extra-chromosomal copies of the introduced transgene, and not for making stable transformants [32]. Ectopic *RTL1* expression therefore provides a unique tool for specifically eliminating siRNAs, irrespective of their size, and without unintended side-effects on the miRNA pathway. Previous work showed that expressing *RTL1* under the control of promoters specific to the sperm cell and vegetative nucleus eliminates distinct populations of siRNAs in pollen [33]. However, it was not clear whether siRNA precursors or mature siRNAs were destroyed, and if mobile siRNAs were still exchanged between the different compartments. The work we described here reveals that both siRNA precursors and siRNA duplexes are targeted by RTL1, allowing us to use RTL1 for unambiguous cell-specific ablation of siRNAs. P19 siRNA sequestration was shown to work *in vitro* in the Drosophila embryo extract system [34]. Whether RTL1 could also function in heterologous systems remains to be determined.

One of the key questions concerning PTGS in plants is how siRNA duplexes move over long distances. It is clear that siRNAs circulate in the phloem, but the exact cell-type(s) allowing siRNA loading in and unloading from the phloem are unknown. Phloem companion cells (PCCs) were proposed to be instrumental in this process [25] To determine if PCCs actually are involved, we expressed *RTL1* specifically in this cell type. At first, we verified that RTL1 is active in this cell type by expressing *RTL1* in the PCCs of plants producing mobile siRNAs specifically in this tissue. The action at a distance of such siRNAs was blocked by RTL1, indicating that RTL1 is active in phloem companion cells and sufficiently expressed to destroy siRNA duplexes before they can move to adjacent cells (Fig. 4A). Then, *RTL1* was expressed in phloem companion cells of a plant expressing a *p35S:GUS* reporter that naturally is not silenced but can undergo PTGS upon grafting on a silenced rootstock providing PTGS-initiating siRNAs through the phloem. PTGS transmission from a rootstock exhibiting robust (*p35S*-driven) silencing to an *RTL1*-expressing non-silenced scion was delayed (Fig. 4C), indicating that phloem companion cells actually play an important role in the long-distance movement of siRNA duplexes. The late establishment of systemic S-PTGS may be due to the fact that pSUC2 expression is low in sink leaves compared to source leaves [35–37]. Accordingly, RTL1 may be sufficiently expressed in source leaves to degrade all mobile siRNA duplexes, but not in sink leaves, allowing limited amounts of mobile siRNA duplexes to enter this part of the scion and eventually trigger PTGS in mesophyll cells, although in a delayed manner. Alternatively, but not exclusively, one cannot totally rule out that mobile siRNA duplexes use alternative routes and are loaded in and unloaded from the phloem through other cell types. Nevertheless, grafting experiments performed with a rootstock exhibiting a weaker (*pUBQ10*-driven) silencing showed further delay in the transmission of PTGS to non-silenced scions, with some scions actually remaining non-silenced (Fig. 4D). This last result supports the hypothesis that siRNA duplexes move exclusively through phloem companion cells, but that a *pSUC2:RTL1* construct is insufficiently expressed in sink leaves to degrade all mobile siRNA duplexes, especially if they are produced in very large amounts, for example using a p*35S*-driven transgene as a source of mobile siRNA duplexes.

## Supplementary Material

gkag388_Supplemental_File

## Data Availability

sRNA-seq data are available at GEO under the accession number GSE318321

## References

[1] Blaszczyk J, Tropea JE, Bubunenko M et al. Crystallographic and modeling studies of RNase III suggest a mechanism for double-stranded RNA cleavage. Structure. 2001;9:1225–36. 10.1016/S0969-2126(01)00685-211738048

[2] MacRae IJ, Doudna JA. Ribonuclease revisited: structural insights into ribonuclease III family enzymes. Curr Opin Struct Biol. 2007;17:138–45. 10.1016/j.sbi.2006.12.00217194582

[3] Vaucheret H, Voinnet O. The plant siRNA landscape. Plant Cell. 2024;36:246–75. 10.1093/plcell/koad25337772967 PMC10827316

[4] Zhan J, Meyers BC. Plant small RNAs: their biogenesis, regulatory roles, and functions. Annu. Rev Plant Biol. 2023;74:21–51. 10.1146/annurev-arplant-070122-03522636854480

[5] Comella P, Pontvianne F, Lahmy S et al. Characterization of a ribonuclease III-like protein required for cleavage of the pre-rRNA in the 3'ETS in Arabidopsis. Nucleic Acids Res. 2008;36:1163–75. 10.1093/nar/gkm113018158302 PMC2275086

[6] Elvira-Matelot E, Hachet M, Shamandi N et al. Arabidopsis RNASE THREE LIKE2 modulates the expression of protein-coding genes via 24-nucleotide small interfering RNA-directed DNA methylation. Plant Cell. 2016;28:406–25. 10.1105/tpc.15.0054026764378 PMC4790866

[7] Shamandi N, Zytnicki M, Charbonnel C et al. Plants encode a general siRNA suppressor that is induced and suppressed by viruses. PLoS Biol. 2015;13:e1002326. 10.1371/journal.pbio.100232626696443 PMC4687873

[8] Charbonnel C, Niazi AK, Elvira-Matelot E et al. The siRNA suppressor RTL1 is redox-regulated through glutathionylation of a conserved cysteine in the double-stranded-RNA-binding domain. Nucleic Acids Res. 2017;45:11891–907. 10.1093/nar/gkx82028981840 PMC5714217

[9] Sehki H, Yu A, Elmayan T et al. TYMV and TRV infect *Arabidopsis thaliana* by expressing weak suppressors of RNA silencing and inducing host RNASE THREE LIKE1. PLoS Pathog. 2023;19:e1010482. 10.1371/journal.ppat.101048236696453 PMC9901757

[10] Beclin C, Boutet S, Waterhouse P et al. A branched pathway for transgene-induced RNA silencing in plants. Curr Biol. 2002;12:684–8. 10.1016/S0960-9822(02)00792-311967158

[11] Elmayan T, Balzergue S, Beon F et al. Arabidopsis mutants impaired in cosuppression. Plant Cell. 1998;10:1747–57. 10.1105/tpc.10.10.17479761800 PMC143939

[12] Himber C, Dunoyer P, Moissiard G et al. Transitivity-dependent and -independent cell-to-cell movement of RNA silencing. EMBO J. 2003;22:4523–33. 10.1093/emboj/cdg43112941703 PMC202373

[13] Smith LM, Pontes O, Searle I et al. An SNF2 protein associated with nuclear RNA silencing and the spread of a silencing signal between cells in Arabidopsis. Plant Cell. 2007;19:1507–21., 10.1105/tpc.107.05154017526749 PMC1913737

[14] Henderson IR, Zhang X, Lu C et al. Dissecting *Arabidopsis thaliana* DICER function in small RNA processing, gene silencing and DNA methylation patterning. Nat Genet. 2006;38:721–5. 10.1038/ng180416699516

[15] Mourrain P, Beclin C, Elmayan T et al. Arabidopsis SGS2 and SGS3 genes are required for posttranscriptional gene silencing and natural virus resistance. Cell. 2000;101:533–42. 10.1016/S0092-8674(00)80863-610850495

[16] Grefen C, Donald N, Hashimoto K et al. A ubiquitin-10 promoter-based vector set for fluorescent protein tagging facilitates temporal stability and native protein distribution in transient and stable expression studies. Plant J. 2010;64:355–65. 10.1111/j.1365-313X.2010.04322.x20735773

[17] Mallory AC, Hinze A, Tucker MR et al. Redundant and specific roles of the ARGONAUTE proteins AGO1 and ZLL in development and small RNA-directed gene silencing. PLoS Genet. 2009;5:e1000646. 10.1371/journal.pgen.100064619763164 PMC2730571

[18] Axtell MJ . ShortStack: comprehensive annotation and quantification of small RNA genes. RNA. 2013;19:740–51. 10.1261/rna.035279.11223610128 PMC3683909

[19] Danecek P, Bonfield JK, Liddle J et al. Twelve years of SAMtools and BCFtools. Gigascience. 2021;10:giab008. 10.1093/gigascience/giab00833590861 PMC7931819

[20] Ryu KH, Huang L, Kang HM et al. Single-cell RNA sequencing resolves molecular relationships among individual plant cells. Plant Physiol. 2019;179:1444–56. 10.1104/pp.18.0148230718350 PMC6446759

[21] Tschopp MA, Iki T, Brosnan CA et al. A complex of Arabidopsis DRB proteins can impair dsRNA processing. RNA. 2017;23:782–97. 10.1261/rna.059519.11628232389 PMC5393186

[22] Devers EA, Brosnan CA, Sarazin A et al. Movement and differential consumption of short interfering RNA duplexes underlie mobile RNA interference. Nat Plants. 2020;6:789–99. 10.1038/s41477-020-0687-232632272

[23] Lewsey MG, Hardcastle TJ, Melnyk CW et al. Mobile small RNAs regulate genome-wide DNA methylation. Proc Natl Acad Sci USA. 2016;113:E801–810. 10.1073/pnas.151507211326787884 PMC4760824

[24] Molnar A, Melnyk CW, Bassett A et al. Small silencing RNAs in plants are mobile and direct epigenetic modification in recipient cells. Science. 2010;328:872–5. 10.1126/science.118795920413459

[25] Voinnet O . Three decades of mobile RNA silencing within plants: what have we learnt?. J Exp Bot. 2026;; 77:799–817. 10.1093/jxb/eraf312.40629501 PMC12835823

[26] Brosnan CA, Mitter N, Christie M et al. Nuclear gene silencing directs reception of long-distance mRNA silencing in Arabidopsis. Proc Natl Acad Sci USA. 2007;104:14741–6. 10.1073/pnas.070670110417785412 PMC1964546

[27] Palauqui JC, Elmayan T, Pollien JM et al. Systemic acquired silencing: transgene-specific post-transcriptional silencing is transmitted by grafting from silenced stocks to non-silenced scions. EMBO J. 1997;16:4738–45. 10.1093/emboj/16.15.47389303318 PMC1170100

[28] Taochy C, Gursanscky NR, Cao J et al. A genetic screen for impaired systemic RNAi highlights the crucial role of DICER-LIKE 2. Plant Physiol. 2017;175:1424–37. 10.1104/pp.17.0118128928141 PMC5664484

[29] Csorba T, Kontra L, Burgyan J. viral silencing suppressors: tools forged to fine-tune host-pathogen coexistence. Virology. 2015;479-480:85–103. 10.1016/j.virol.2015.02.02825766638

[30] Silhavy D, Molnar A, Lucioli A et al. A viral protein suppresses RNA silencing and binds silencing-generated, 21- to 25-nucleotide double-stranded RNAs. EMBO J. 2002;21:3070–80. 10.1093/emboj/cdf31212065420 PMC125389

[31] Vargason JM, Szittya G, Burgyan J et al. Size selective recognition of siRNA by an RNA silencing suppressor. Cell. 2003;115:799–811. 10.1016/S0092-8674(03)00984-X14697199

[32] Jay F, Brioudes F, Voinnet O. A contemporary reassessment of the enhanced transient expression system based on the tombusviral silencing suppressor protein P19. Plant J. 2023;113:186–204. 10.1111/tpj.1603236403224 PMC10107623

[33] Pachamuthu K, Simon M, Borges F. Targeted suppression of siRNA biogenesis in Arabidopsis pollen promotes triploid seed viability. Nat Commun. 2024;15:4612. 10.1038/s41467-024-48950-638816386 PMC11139921

[34] Lakatos L, Csorba T, Pantaleo V et al. Small RNA binding is a common strategy to suppress RNA silencing by several viral suppressors. EMBO J. 2006;25:2768–80. 10.1038/sj.emboj.760116416724105 PMC1500863

[35] Imlau A, Truernit E, Sauer N. Cell-to-cell and long-distance trafficking of the green fluorescent protein in the phloem and symplastic unloading of the protein into sink tissues. Plant Cell. 1999;11:309–22. 10.1105/tpc.11.3.30910072393 PMC144181

[36] Stadler R, Lauterbach C, Sauer N. Cell-to-cell movement of green fluorescent protein reveals post-phloem transport in the outer integument and identifies symplastic domains in Arabidopsis seeds and embryos. Plant Physiol. 2005;139:701–12. 10.1104/pp.105.06560716169962 PMC1255989

[37] Truernit E, Sauer N. The promoter of the Arabidopsis thaliana SUC2 sucrose-H+ symporter gene directs expression of beta-glucuronidase to the phloem: evidence for phloem loading and unloading by SUC2. Planta. 1995;196:564–70. 10.1007/BF002036577647685

How the deposited data were processed for this re-analysis (not part of the article)

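Small RNA libraries were available for L1 leaves, L1 roots and the roots of non-grafted and grafted dcl2 dcl3 dcl4 and dcl2 dcl3 dcl4 pUBQ:RTL1 plants, with 3 libraries per condition and 18 in all. According to the paper, adapters were trimmed with CutAdapt, reads were aligned to TAIR10 with ShortStack, and reads of 21 to 24 nt with sufficient mapping quality were extracted with Samtools before reads on rRNA, tRNA and miRNA were removed. The whole-genome counts by length include these last steps. The locus tables are raw ShortStack counts by length and do not, since rRNA and miRNA genes and reads of all lengths were found in them. Per the file headers and values, the counts of both kinds of table are raw reads of one library that the authors aligned and did not normalize. The locus tables as deposited also hold the fraction of a locus's reads on the top strand of the genome, which ShortStack computed and which was not used here.

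The most abundant read of each of 15306 loci with at least 10 reads in the first library of grafted dcl2 dcl3 dcl4 roots was checked against the reference, and 79.6% were found inside their locus. Inside the locus or across its edge 86.5% were found, and 100.0% with at most 1 mismatch. Gene identifiers were matched to the reference annotation, where 98.3% of 27356 were found. Of the matched genes, 19.3% had the same start and end as in this annotation. Of the 58540 loci, 31180 TE, 26667 PCG, 7 TAS and 17 PHASI loci and 1 GUS locus were kept. The PHASI list held 18 genes chosen beforehand and the TAS list held 8, and genes missing from the tables could not be counted. Among the kept loci, 6975 overlap a locus of another class and 174 overlap a tRNA, rRNA, snoRNA or snRNA gene.

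Levels in rpm were computed with the total of reads on all loci of a library as denominator. A single library's count of 0 allows up to 3 reads, which covers counting error only. Replicates varied more than counting error, with a chi-square per degree of freedom between 6.58 and 42.1 over 18 pairs. Class sums are given as means and SD, with log2 ratios of the means and two-sided exact permutation tests from scipy 1.17.1. Locus counts were fitted with edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest) over 12 libraries, with library sizes fixed to total locus reads, no further factors, at least 10 reads summed over these libraries, and adjusted p under 0.05. On counts simulated from the observed means and spread, with 200 loci changed 4-fold, the test recovered between 72.5% and 94% of them for the comparisons of 2 conditions and 30.5% for the interaction, with 2 to 5 false calls per comparison. Tables were handled with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and figures were drawn with matplotlib 3.10.9.

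The loci named in the text follow a rule set before the data were examined, namely GUS, the TAS genes, RTL1, SUL and PDS, and the 5 TEs and 5 PCGs with the most 23 nt and 24 nt reads in grafted dcl2 dcl3 dcl4 roots among those that were significantly higher and fully separated. RTL1 gave at most 19 reads of 21 nt and 22 nt in a library, and CHLI1 (the SUL gene) and PDS3 gave at most 19 and 4, so they are not discussed further. Alternatives set at the same time were TMM factors, siRNA reads or miRNA reads as library size, DESeq2 1.42.0, other filters, a replicate block, fits on the compared conditions alone, loci overlapping another class left out, other bases for the shares, and each library left out in turn. Scaling by reads outside rRNA genes, leaving out loci that overlap structural RNA genes, and 16 of the 28 comparisons of class sums were chosen after seeing the data. The pairing of replicate numbers was also examined, and so were other splits of the libraries. The PHASI genes named in the text were singled out after their values were seen. The tables hold no organelle loci, and the NPT part of the transgene was tested with the other loci but is not discussed.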

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

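The tests of explanations in this part were chosen after the results were seen, except the count of other splits of the libraries for the loci with a larger effect and the scalings by siRNA and miRNA reads.

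On the log2 scale, the effect of grafting on 23 nt and 24 nt reads differed between the genotypes. In a test of the interaction it was larger without pUBQ:RTL1 at 71 loci and smaller at 841. In rpm the sum over TEs went the other way, with a gain of 86793 without and 17123 with pUBQ:RTL1. The non-grafted TE levels were 29622 and 4266 rpm. A fixed seed drew 40 splits of the libraries, the real one included. Of these, 7 gave at least 71 loci in either direction and 5 gave at least 841. Some splits keep the real effect of grafting in one genotype and cannot stand for chance, so this count does not decide the question. Counts simulated from the observed means and spread gave 2 false calls for the interaction. They were drawn from the model that the test itself assumes, around a single mean per locus over all conditions. Few false calls were therefore built in, and the simulation cannot decide about chance either. The balance followed the scaling of the libraries, with 674 larger and 34 smaller for miRNA reads as library size, and 47 and 2773 for siRNA reads. A difference in library composition could therefore account for it, and an action of RTL1 on mobile siRNAs, which the design would allow, stays untested by this count.

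Reads of 21 nt and 22 nt on TEs and TAS loci moved in opposite directions with grafting in the 2 genotypes. On TEs the log2 ratio was -0.76 without and 0.69 with pUBQ:RTL1, and on TAS loci it was -0.54 and 0.85. Other classes did not follow, since PHASI (1.24 and 2.12) and GUS loci (1.95 and 1.96) rose in both genotypes, PCGs changed by -0.90 and 0.07, and the whole-genome ratio went the other way, with 0.14 and -0.23. Every library followed the directions on TEs and TAS loci, but the difference between the genotypes was not tested. The falls without pUBQ:RTL1 turned into rises of 1.37 on TEs and 1.60 on TAS loci per miRNA read, so library scaling may explain them. The rises with pUBQ:RTL1 kept their direction under each denominator, from 0.43 to 0.76 on TEs and from 0.60 to 0.93 on TAS loci.

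Reads longer than 25 nt, which the paper does not analyse, reached 331724 ± 14999 rpm on TEs in non-grafted dcl2 dcl3 dcl4 roots, against 79189 ± 23884 with pUBQ:RTL1. Fragments of tRNA were weighed first. With loci overlapping tRNA, rRNA, snoRNA or snRNA genes left out, the ratio of the conditions was 24.9 in place of 4.19, which argues against such fragments as the source. The share of rRNA-gene reads longer than 25 nt differed between them by a factor of 1.01, which argues against a difference in size selection or RNA breakdown. Without the overlapping loci the levels were 249682 ± 8242 in non-grafted and 44744 ± 2392 in grafted dcl2 dcl3 dcl4 roots, and 10029 ± 1085 and 9695 ± 1619 with pUBQ:RTL1. The rRNA share of reads was 30.2% against 59.9% in the non-grafted roots, a difference in scaling much smaller than the ratio. On PCGs without the overlapping loci the pattern was not the same, with 53455 ± 2895 against 41626 ± 1347 in non-grafted roots without and with pUBQ:RTL1, and 23685 ± 649 against 45357 ± 10200 in grafted ones. As a hypothesis, limited to TEs, these reads may be siRNA precursors that are not processed without DCL2, DCL3 and DCL4 and that RTL1 degrades, as the paper's Discussion says of precursors in this mutant. The lower level after grafting was not explained by any test.

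GUS reads of 23 nt and 24 nt reached 179 ± 6.88 rpm in grafted dcl2 dcl3 dcl4 roots, where the paper discusses the shorter GUS siRNAs. Carry-over of reads from L1 libraries would keep the L1 ratio of 24 nt to 21 nt reads, which is 0.0875 to 0.0970 in L1 roots and 0.0557 to 0.0623 in L1 leaves. The excess in grafted roots had a ratio of 1.93, from 0.866 to 3.17 over the libraries, which argues against carry-over as its whole source. A movement of 24 nt GUS siRNAs from the shoot is a hypothesis that was not tested further.

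Reads of 23 nt and 24 nt on the p35S part of the transgene reached 137 ± 7.08 rpm in grafted dcl2 dcl3 dcl4 roots, against 90.9 ± 10.1 in non-grafted ones. The non-grafted roots carry no L1 transgene, and their GUS reads of these lengths were at 3.82 ± 0.527 rpm. Their p35S reads thus had another source, which was not examined, and this part does not report on the L1 transgene alone. Carry-over of L1 root RNA would bring TAS siRNAs along, but the largest 21 nt TAS gain over libraries and denominators was 10.3% of what it would need. The rise was not significant in the locus test (adjusted p = 0.196). With pUBQ:RTL1 the same part went from 4.04 ± 1.18 to 25.5 ± 5.83 rpm (log2 fold change 2.65, adjusted p = 1.42e-09). On the log2 scale and with total locus reads as library size, the effect of grafting was thus smaller without pUBQ:RTL1 (difference -2.05, adjusted p = 0.00599). In rpm the rise was larger without pUBQ:RTL1, over a higher non-grafted level. The log2 difference was not examined under other scalings. The rise without pUBQ:RTL1 depended on the denominator and became a fall of -0.27 on the log2 scale per siRNA read, so library scaling stays open as its cause.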

How the results depend on the processing

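All alternatives were set before the data were examined except scaling by reads outside rRNA genes and leaving out loci that overlap tRNA, rRNA, snoRNA or snRNA genes. The splits of libraries were planned, too. The cause of the changes below was not tested unless stated.

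With TMM factors, loci with more 23 nt and 24 nt reads numbered 2209 (2761 lower) for grafting of dcl2 dcl3 dcl4 roots and 2894 (4338 lower) for the comparison of grafted genotypes, and loci with more 21 nt and 22 nt reads 1156 (473 lower) without and 1970 (29 lower) with pUBQ:RTL1. With siRNA reads as library size, the first numbered 3254 (1196 lower), loci with a larger graft effect 47, and loci with more 21 nt and 22 nt reads without pUBQ:RTL1 419. With miRNA reads they were 13011, 674 and 4203, and 12878 between the grafted genotypes. With reads outside rRNA genes, 173 loci had a larger and 194 a smaller graft effect, and 1088 had more and 575 fewer 21 nt and 22 nt reads without pUBQ:RTL1. DESeq2 gave 3062 loci for grafting with pUBQ:RTL1 and 194 for a larger graft effect. Fitting only the compared conditions gave 782 loci with more 21 nt and 22 nt reads with pUBQ:RTL1, among the 8304 that could still be tested.

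Log2 ratios of class sums between grafted and non-grafted dcl2 dcl3 dcl4 roots moved with the denominator. Per siRNA read they were 0.48 for the whole genome, 1.11 for TEs and 0.41 for PCGs at 23 nt and 24 nt, and -0.73 for the whole genome, -1.40 for TAS, 0.38 for PHASI and 1.10 for GUS loci at 21 nt and 22 nt. Per miRNA read the same ratios were 3.48, 4.11, 3.41, 2.28, 1.60, 3.37 and 4.09, and per read outside rRNA genes 2.12, 2.74, 2.04, 0.91, 0.23, 2.00 and 2.73. Between the grafted genotypes the whole-genome ratio was 0.31, 3.33 and 1.06 under these denominators, and that of TEs 1.90 and 5.01 under the first pair. Grafting with pUBQ:RTL1 gave -0.19 for the whole genome per read outside rRNA genes, 0.12 per siRNA read and 0.14 per miRNA read. Leaving out loci that overlap another class gave 0.91 for PCGs and -1.02 for TAS, and leaving out loci on structural RNA genes 1.36 for PCGs. The share of the gain became 93.9% over the whole genome, 415% per siRNA read and 100.5% per read outside rRNA genes. That of TAS and GUS in L1 leaves became 57.8% and 43.5% with other bases.

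Further signs reversed. The p35S ratio was -0.27 per siRNA read. At 21 nt and 22 nt, TEs reached 1.37 and PCGs 1.24 per miRNA read, and TEs 0.00268 per read outside rRNA genes. Between the grafted genotypes PHASI reached 1.94 and TAS 1.54 per miRNA read. TAS1A reached 1.12 with miRNA reads as library size. TAS1C changed to 0.46 with TMM factors, 1.75 with miRNA reads, 0.38 with reads outside rRNA genes and 0.38 with DESeq2. Among results that answer no comparison of their own, 17 more values moved, 2 became and 27 ceased to be significant, and 531 were the same. Most of the 27 concern TAS1A, which lost significance in 7 alternatives, and PHASI genes, among which AT1G62590 lost it in 7, AT1G62910 in 5 and AT1G63150 in 4.

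Across fits that each left out 1 library, loci with more 23 nt and 24 nt reads numbered 4650 to 5286 for grafting without and 4029 to 5452 with pUBQ:RTL1, and 6249 to 7550 between the grafted genotypes. Those with a larger graft effect numbered 47 to 101, the lowest without the first grafted dcl2 dcl3 dcl4 library. Loci with more 21 nt and 22 nt reads numbered 444 to 530 without and 777 to 1620 with pUBQ:RTL1, with 777 lacking the third grafted and 811 the first non-grafted library. Ratios stayed at 1.32 to 1.36 for the whole genome, 1.92 to 2.03 for TEs and 1.25 to 1.31 for PCGs (23 nt and 24 nt), and at 0.07 to 0.19 for the whole genome, -0.70 to -0.41 for TAS, 1.12 to 1.33 for PHASI and 1.54 to 2.18 for GUS (21 nt and 22 nt). With pUBQ:RTL1 they were -0.01 to 0.12 for the whole genome, 2.01 to 2.54 for TEs and -0.01 to 0.32 for PCGs. Between the grafted genotypes they were 0.78 to 0.92 and, for TEs, 2.23 to 2.76. The shares ranged from 119% to 124% and from 26.5% to 29.2%.

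A replicate block gave 5368 loci for grafting of dcl2 dcl3 dcl4 roots, and deviations of libraries with equal numbers were uncorrelated (r between -0.030 and 0.035), so the numbers do not pair the libraries. For each of the 5 comparisons between 2 conditions, 1 of 10 splits, the real one, gave as many loci, a share that 3 libraries per condition cannot lower. Other filters left the counts of loci with more reads, or with a larger graft effect, within 1.5 times. Counts of loci with fewer 23 nt and 24 nt reads moved further, from 426 to 257 without a filter and 204 with the stricter one for grafting without pUBQ:RTL1, from 56 to 34 and 24 for grafting with it, and from 1710 to 590 with the stricter one between the grafted genotypes. The PCG medians of -0.34 and -1.32 became 0.80 and 1.27 with the stricter filter.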

Differences from the paper's values

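The paper's values below were read from its figure except for one share. The authors' whole-genome 24 nt level is about 210000 rpm in L1 leaves in Fig. 3, read by eye, against 415549 here, and about 230000 in L1 roots in Fig. 3, read by eye, against 498832. For non-grafted roots the paper's level is about 28000 for dcl2 dcl3 dcl4 and about 27000 with pUBQ:RTL1 in Fig. 3, read by eye, against 60818 and 81832. For grafted roots the paper's level is about 77000 and about 28000 in Fig. 3, read by eye, against 187295 and 91900. None of the alternatives set before the data were examined closed these gaps.

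On TEs the paper's 24 nt level is about 150000 in L1 roots in Fig. 3, read by eye, against 248053, and with loci that overlap another class left out the value was 220017, within 1.5 times of it. For grafted roots the paper's level on TEs is about 29000 for dcl2 dcl3 dcl4 and about 2700 with pUBQ:RTL1 in Fig. 3, read by eye, against 81477 and 15890, and none of the alternatives set before the data were examined closed the gap. The paper kept only reads of sufficient mapping quality, whereas the locus counts used here for every class also hold poorly mapped reads. The measures are therefore unlike, and the effect of this filter on single classes was not tested. On PCGs the paper's 24 nt level is about 31000 in L1 roots in Fig. 3, read by eye, against 52288, and leaving out the same overlapping loci gave 23783. In grafted dcl2 dcl3 dcl4 roots it is about 6400 in Fig. 3, read by eye, against 17931, with no alternative set beforehand closing the gap.

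In L1 roots the paper's 21 nt level is about 19000 for TAS loci in Fig. 3, read by eye, against 30696, and about 740 for PHASI loci in Fig. 3, read by eye, against 1168, and no alternative set beforehand closed either gap. For GUS it is about 9000 in Fig. 3, read by eye, against 14258, and leaving out the second L1 root library gave 13271, within 1.5 times of the paper's value, unlike the other alternatives. The paper's share of TAS and L1 siRNAs among 21 nt and 22 nt siRNAs of L1 shoots is more than 55%, against 28.2%. Counted over PCG, TE, TAS, PHASI and GUS loci only it was 57.8%, and with 21 nt reads only 43.5%, and both lie within the limits used here, while leaving out single libraries did not close the gap.

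The paper states that grafted dcl2 dcl3 dcl4 pUBQ:RTL1 roots hold siRNAs at a background level and that every class was absent. Here 23 nt and 24 nt TE reads were higher in grafted than non-grafted roots of this genotype by a log2 ratio of 2.33 and at 4424 loci, and 21 nt and 22 nt reads by 0.85 on TAS, 2.12 on PHASI and 1.96 on GUS loci. With total locus reads as denominator, the grafted TE mean of 21389 ± 7808 rpm was nevertheless below the 29622 ± 1070 of non-grafted dcl2 dcl3 dcl4 roots. Means of PCGs at these lengths and of TAS, PHASI and GUS loci at 21 nt and 22 nt were above those of the latter roots. The locus counts lack the paper's mapping filter, and which level stands for background was not settled. For grafting with pUBQ:RTL1, the whole-genome ratio of 0.04 and the PCG ratio of 0.19 were within the spread between replicates. Most of the whole-genome reads in these roots were not accounted for by TE and PCG loci. The paper also states that recipient dcl2 dcl3 dcl4 roots were not enriched in 21 nt and 22 nt siRNAs of L1 and TAS loci, with PHAS loci alike. Here the log2 ratio of grafted to non-grafted roots was 1.95 for GUS and 1.24 for PHASI loci, and -0.54 for TAS loci, the last turning to 1.60 per miRNA read and 0.23 per read outside rRNA genes. The GUS level in these grafted roots was 174 ± 76.8 rpm, against 49908 ± 11212 in L1 leaves. That of PHASI loci was also far below the leaf level. The paper itself allows for a small, barely detectable amount of these lengths to move, so the ratios need not contradict it.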

Other observations

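All tests in this part were chosen after the results were seen, although the denominators by siRNA and miRNA reads were set beforehand.

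The gain of 23 nt and 24 nt reads on TEs in grafted dcl2 dcl3 dcl4 pUBQ:RTL1 roots was examined for technical sources. Over the denominators it stayed between 4.13-fold and 5.25-fold, which argues against library scaling. Carry-over of L1 root tissue, RNA or reads would bring 15.7 to 21.1 TE reads of 24 nt per GUS read of 21 nt, and L1 leaves 4.28 to 6.60. The excess had 83.9 of them (79.1 to 91.1 over the libraries), so carry-over from L1 could supply only part. Carry-over from the grafted dcl2 dcl3 dcl4 samples would add the same share of their level at every locus. At 115 TE loci that gained at least 100 rpm without pUBQ:RTL1, the excess was 9.93% of that level in the median, from 5.26% at the 10th to 18.2% at the 90th percentile. Loci with the highest and lowest shares in 1 set of libraries differed in the other libraries by a factor of 3.41 on average (3.03 to 3.88 over the choices of set), where carry-over would give about 1. This last test was reformulated 2 times after earlier outcomes were seen, each version giving a ratio above 3, and is exploratory. A candidate explanation that the design allows is that some mobile siRNAs reach these roots and are not degraded, and this remains a hypothesis.

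In the same roots the 24 nt to 21 nt ratio of the GUS excess was 0.0872 (0.0726 to 0.101 over the libraries), just below the 0.0875 to 0.0970 of L1 roots, which the range over the libraries overlaps, so carry-over of L1 root material may account for the GUS increase and stays open. The 21 nt PHASI excess per 21 nt GUS excess was 0.267 (0.219 to 0.293), above the 0.0721 to 0.106 of L1 roots and the 0.0833 to 0.166 of L1 leaves, so carry-over could not supply all of the PHASI increase.

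The gain of 23 nt and 24 nt reads in grafted dcl2 dcl3 dcl4 roots was tested against L1 material in the samples. If L1 tissue of any kind supplied it, 21 nt TAS reads would rise with it, but the largest TAS gain over libraries and denominators was 8.59% of the level needed. Carry-over from L1 roots would also raise loci richer in L1 roots than in L1 leaves by at least 20.9% of their L1 level. These 23 loci, with an 8-fold difference, changed by -0.42% of it, and the 55 loci with a 4-fold difference by -0.436%. The same test did not show movement from leaves either, since 76 loci richer in L1 leaves changed by -0.175% and 151 loci with a 4-fold difference by 0.0713%. Why loci specific to either tissue did not gain was not tested.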
